A study of Mus musculus with 6 samples.

How the data were processed

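Bulk RNA sequencing covered 6 libraries of sorted GFP-positive HBCs, 3 from control mice and 3 from mice with TNF-driven olfactory inflammation. Per the labels' protocols, cells were sorted into a lysis reagent, column-purified RNA with a RIN above 7 was taken, 5 ng of total RNA was amplified with a SMARTer kit, and Nextera libraries were made. Per the submitters' processing notes, bcl2fastq, FastQC 0.10.1, TopHat2 2.1.1 and Cuffdiff 2.2.1 were used with the mm10 build, and the role and settings of each tool are not given in the sources used here. The labels describe separate RNA samples in each group but do not say whether each came from 1 animal, so p-values measure the spread among these samples. How strand and amplification copies were handled is not given in the sources used here.

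The authors deposited 1 table of 44519 rows with an FPKM value per library, although the table is titled as raw counts. Of values above 0, 99.98% were not whole numbers, so no count model was used. The table held 0 columns of other samples. Of its rows, 779 named several merged genes, 2523 shared a symbol with another row, 19650 shared a locus and 27 had a symbol turned into a date. In 121 rows a library was listed at 0 while another exceeded 50 FPKM, and 17077 rows were at 0 throughout. None of 10 housekeeping genes was at 0 in any library. Positions are those of the deposited table, counted from 1. Among 22908 rows with a unique symbol and locus, 75.5% had the same bounds as GENCODE M21 (GRCm38). That annotation also gave the exon overlaps between genes. Values of genes in merged rows, or with exons that overlap another gene, are uncertain. Among genes named in the report the latter are C1s1, Irak3, Bcl3, Rtp4, Psmb9, Tap1, Itgb4, Lama3, Ebf3, Cdc45, Rb1, Hes5, Krt6a, Krt7, Krt5, Lck, Il1b, Ugt2a1, Stmn1, Gnas, Scgb1c1 and Col3a1.

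The planned test assumed counts. Because the unit was FPKM, the fallback written before the data were examined was used, limma 3.58.1 in R 4.3.3 with an intensity trend on log2(FPKM + 1), a pseudocount of 1, for rows with at least 1 FPKM in at least 3 libraries. Model terms were the 2 groups and no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The values were not rescaled in the main result. Gene lists fixed before the data were examined (16 pathway lists and 15 cell type marker lists, 697 symbols) were tested with camera at a preset correlation of 0.01, adjusted over the 31 lists, and with an estimated correlation and fry as alternatives. With the preset correlation 12 lists were higher and 4 lower. With an estimated correlation 0 were higher and 0 lower, while fry, which tests whether genes of a list move on balance and not against other genes, gave 10 and 10. Each symbol was matched to the row of highest mean FPKM that names it, merged rows included. Older names were looked up in a RefSeq gene table (GRCm38.p6), by which 4 symbols were matched, and 6 stayed unmatched.

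Genes named in the text followed a rule fixed before the data were examined. It took the 8 largest rises and the 8 largest falls past the threshold with a mean of at least 5 FPKM and no overlap between groups, leaving out predicted genes and receptor segments. It also took up to 4 members of each pathway list past the threshold with the smallest p, Krt5, Krt14, Krt17, Trp63, Tnf, Cyp2g1, Tnfrsf1a, Tnfrsf1b and Rela, and the 2 members of each marker list with the highest mean. Of the genes it took, Cd40, Irf7, H2-M3, Cdkn2c, Dll3, Dll1, Tcf7l2, Cfap126, Aqp5, Coch, the merged Ascl3 and Tmem9b row, Pecam1, Fabp7, Hba-a1, Hba-a2 and Junb are left out of the text for length, and their values are in the result tables. A few others are not reported here. Eif2s3y, Ftl1 and AC120787.1 were named after their values were seen, as were the gene families of the closing section.

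The procedure was tested on simulated data for the same comparison, with 200 of 15037 genes changed in 5 draws from the observed means and spreads, the changed genes being taken among those with a mean log2(FPKM + 1) above 2. It recovered 15.0% of genes changed by 1 on the log2 scale, 64.2% of those changed by 2 and 93.0% of those changed by 4. Of its calls 5.0% were false. The simulation changed 200 genes where 5718 were called in the data, so these rates need not hold for the data. Alternatives fixed beforehand were a pseudocount of 0.1, no filter, each library left out in turn, the replicate number as a block, an adjusted p below 0.01 and a fold change of at least 2. Alternatives added after the data were examined were 5 other scalings (median-of-ratios, upper quartile, equal FPKM sum, quantile normalization and scaling to the median of the HBC identity list), a filter of 5 FPKM, a robust variance estimate and the omission of control replicate 4 and TNF replicate 1 together. Groups of 3 were not tested for outlying samples.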

Results

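Horizontal basal cells (HBCs) are the keratin-positive stem cells that lie at the base of the olfactory epithelium and are held in reserve for its repair. Their mRNA was measured by bulk RNA sequencing in GFP-positive cells sorted from the olfactory neuroepithelium of mice that carry the Krt17-EGFP reporter. The control group held 3 libraries (replicates 1, 2 and 4) from reporter mice. The TNF group held 3 libraries (replicates 1, 3 and 4) from reporter mice that also carry Cyp2g1-rtTA and TRE-TNF, a pair of transgenes through which doxycycline switches on tumor necrosis factor (TNF) in the olfactory epithelium, after 6 weeks of inflammation. The single comparison asks how HBC transcription differs after prolonged inflammation. Genotype and transgene differ together between the groups, and no doxycycline duration is listed for the controls. The effects of genotype, transgene and doxycycline therefore cannot be separated here.

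Expression was given as FPKM, and the read depth of the libraries is unknown. The value of 1 fragment, read from low FPKM values, was 0.875 to 1.08 times that of control replicate 1, a measure that includes any scaling by the authors' software. FPKM summed to between 688190 and 838417 per library, and 15014 to 15202 rows reached 1 FPKM in control libraries against 13242 to 13542 in TNF libraries. Pearson correlations across genes, which are not independent replicates, were 0.972 between control replicates 1 and 2 and 0.983 between TNF replicates 3 and 4. Control replicate 4 correlated at 0.931 and 0.922 with control replicates 1 and 2. TNF replicate 1 correlated at 0.912 and 0.909 with the other TNF libraries, and between groups the coefficients ran from 0.692 to 0.871. The Y-linked gene Eif2s3y was listed at 0 in TNF replicate 1 and at 23.1 to 72.5 FPKM in the other 5 libraries. Ftl1, which encodes ferritin light chain, was at 34704, 33253 and 101601 FPKM in control replicates 1, 2 and 4. It was at 10090, 493 and 528 FPKM in TNF replicates 1, 3 and 4, and took 12.1% of the FPKM of control replicate 4.

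The TNF libraries showed higher expression of immune, complement and antigen presentation genes and lower expression of olfactory neuron genes. Of 15037 rows tested, 5718 (38.0%) changed, 1635 upward and 4083 downward (limma, adjusted p below 0.05, n = 3 per group). Changes of at least 4-fold were found for 354 of the higher and 1290 of the lower rows. The groups did not overlap at 53.0% of tested rows, where chance gives 10%. Leaving out control replicate 1 reduced the count to 2475, and the other single omissions gave 3438 to 6940. The median log2 change of all tested rows was −0.22 as deposited and 0.00 after median-of-ratios scaling. That scaling gave 2341 higher and 3189 lower rows, upper-quartile scaling 2185 and 3235, quantile normalization 2658 and 2867, and scaling to the HBC identity list 390 and 7973. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes.

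The sort was first examined through its marker genes and the transgene. Trp63, the transcription factor that keeps HBCs quiescent, was at 75.3 ± 9.43 FPKM in control and 97.2 ± 18.8 FPKM in TNF libraries (SD, n = 3 each), a difference that did not pass the test (adjusted p = 0.196, limma). Krt5 (chromosome 15, 101707070 to 101712891, mm10) was at 275 ± 108 and 613 ± 345 FPKM (adjusted p = 0.110). A second row at the Krt5 locus, AC120787.1, held far higher values, 7762 ± 3003 and 15320 ± 8836 FPKM, so the Krt5 level is uncertain. Krt14 and Krt17 share a merged row, at 1478 ± 965 and 4363 ± 1118 FPKM (adjusted p = 0.0741). Tnf (chromosome 17, 35199381 to 35202007) rose from 14.4 ± 11.8 to 112 ± 26.6 FPKM, a log2 change of 3.11 ± 0.49 (SE, adjusted p = 0.00346). Transgene and endogenous Tnf transcripts cannot be told apart in these values. Cyp2g1, the sustentacular cell gene whose promoter drives the transgene, fell from 278 ± 47.0 to 9.08 ± 15.1 FPKM (log2 change −6.22, adjusted p = 0.00583), with 26.5 FPKM in TNF replicate 1 and below 1 FPKM in the other TNF libraries. Rela, the p65 subunit of NF-kB, rose by 1.22 ± 0.21 on the log2 scale (adjusted p = 0.00452). Tnfrsf1a, the main TNF receptor of epithelial cells, rose by 1.06 ± 0.28 (adjusted p = 0.0258), a call that was lost without control replicate 1 or 4 and without any TNF replicate. Tnfrsf1b was at 3.28 ± 1.76 and 7.53 ± 3.02 FPKM (adjusted p = 0.0885), and it passed without control replicate 4 or TNF replicate 1. Scaling to the HBC identity list ended the calls of Rela, Tnfrsf1a and the adaptor gene Traf2.

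**Figure D1:**
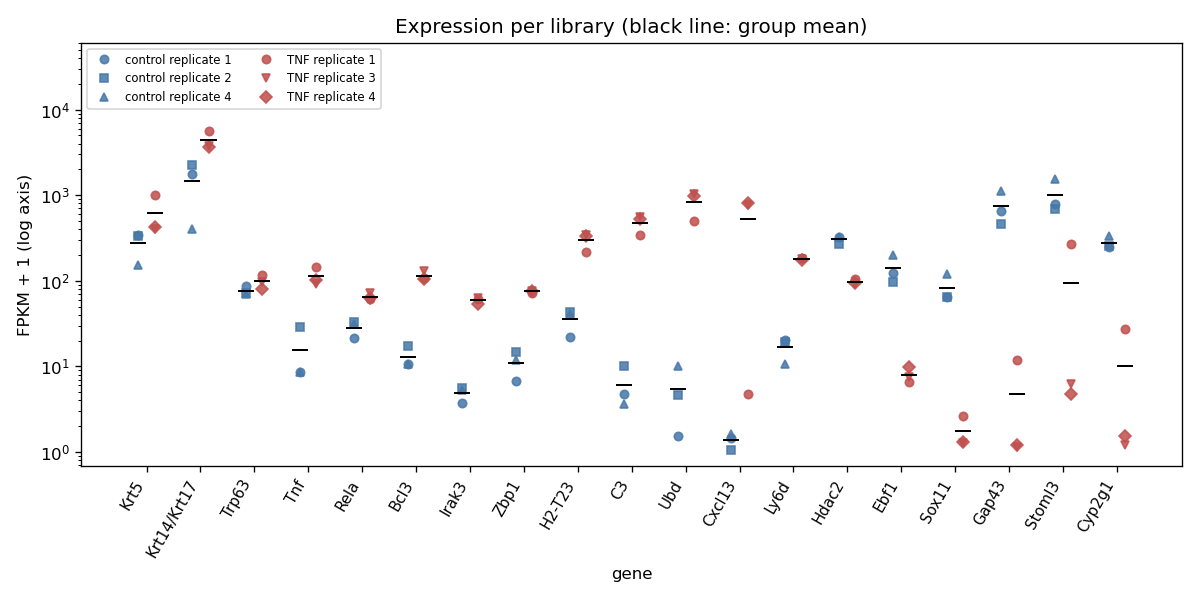
FPKM + 1 on a log axis for 19 genes or merged rows in each of the 6 libraries, with control libraries in blue, TNF libraries in red and a black line at each group mean. The 3 TNF libraries lie above the 3 control libraries for C3, with group means of 471 and 5.12 FPKM, while Cxcl13 is at 3.70 FPKM in TNF replicate 1 and at 770 and 817 FPKM in TNF replicates 3 and 4.

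The 8 largest increases are named here, and they were not tested for a shared theme. Ubd (chromosome 17, 37193892 to 37200942), a ubiquitin-like modifier induced by TNF and interferon gamma, rose from 4.45 ± 4.34 to 842 ± 300 FPKM, a log2 change of 7.58 ± 0.67 (SE, adjusted p = 0.000570). The central complement component C3 (chromosome 17, 57203970 to 57228136) rose from 5.12 ± 3.41 to 471 ± 116 FPKM (6.38 ± 0.40, adjusted p = 0.000368), and the complement protease C1s1 rose from 11.7 ± 0.843 to 575 ± 223 FPKM, though its exons overlap those of Gm16567. The lipoxygenase gene Alox12e rose by 6.33 ± 0.35, the serpin Serpina3g by 5.80 ± 0.37 and the GABA receptor subunit Gabrg3 by 5.57 ± 0.19 on the log2 scale. Gabrg3 was listed at 0 in control replicates 1 and 4 and lay between 42.0 and 52.2 FPKM in TNF libraries. Cxcl13, which attracts B cells, and the stromelysin Mmp3 rose by 6.72 ± 1.92 and 6.56 ± 1.85 (adjusted p = 0.0319 and 0.0307), but both calls were lost when any control library was left out. TNF replicate 1 held 3.70 FPKM of Cxcl13 and 2.55 FPKM of Mmp3, and it also had low fibroblast and endothelial markers, with list medians of −2.59 and −1.71 relative to the control mean against 1.94 and 1.40 in TNF replicate 3 and 2.66 and 1.77 in TNF replicate 4.

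Genes of the NF-kB, interferon and antigen presentation lists were higher as groups. Of 25 NF-kB targets tested, 14 rose and 2 fell (17 and 2 adjusted over the list alone), with a median log2 change of 1.81 (camera adjusted p = 3.89e-08, and adjusted p = 0.348 with an estimated correlation). Among them Irak3, a brake on interleukin 1 receptor signalling, rose by 3.63 ± 0.22, Bcl3 by 3.18 ± 0.23 and the A20-binding protein gene Tnip1 by 2.39 ± 0.32. Of 34 interferon response genes 28 rose and 0 fell (30 and 0 adjusted over the list alone), with a median of 1.78 (camera adjusted p = 1.53e-14, and adjusted p = 0.359 with an estimated correlation). They included the nucleic acid sensor Zbp1, which rose by 2.83 ± 0.29, and Rtp4, which rose by 2.18 ± 0.29, while the antiviral synthetase gene Oas1a rose from 3.65 ± 1.06 to 18.6 ± 1.71 FPKM. Of 28 antigen presentation genes 20 rose and 1 fell (22 and 1 adjusted over the list alone), with a median of 2.18 (camera adjusted p = 1.06e-11, and adjusted p = 0.348 with an estimated correlation). H2-T23, a non-classical class I gene, went from 34.4 ± 11.4 to 296 ± 69.5 FPKM, while Tap1 and Psmb9, whose exons overlap each other, rose by 3.07 ± 0.36 and 2.57 ± 0.27. Without control replicate 1 the counts of higher genes were 8 for NF-kB and 15 for interferon, and interferon counted 17 without TNF replicate 3 and 18 without TNF replicate 4. Scaled to the HBC identity list, 11 interferon and 12 antigen presentation genes were higher.

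Most changed genes of the chemokine, mucosal defence and TNF signalling lists rose, while some fell. Of 43 chemokine and cytokine genes 14 rose and 6 fell (14 and 6 adjusted over the list alone), with a median of 0.87 (camera adjusted p = 0.000278, and adjusted p = 0.348 with an estimated correlation). The death ligand gene Tnfsf10 rose by 4.30 ± 0.26, Il23a by 4.19 ± 0.36 and the granulocyte growth factor Csf3 by 2.82 ± 0.28, whereas the mucosal chemokine Ccl28 changed by −3.41 ± 0.32 to 1.12 ± 0.698 FPKM. Of 31 mucosal defence and complement genes 16 rose and 2 fell (18 and 2 adjusted over the list alone), with a median of 1.69 (camera adjusted p = 1.66e-07, and adjusted p = 0.335 with an estimated correlation). Lactoferrin, encoded by Ltf, rose from 135 ± 21.1 to 902 ± 260 FPKM, and S100a9, a granulocyte alarmin, changed by −2.94 ± 0.30 from a control mean of 22.2 FPKM. Of 19 TNF receptor and signalling genes 8 rose and 2 fell (9 and 2 adjusted over the list alone), with a median of 0.81 (camera adjusted p = 0.000637, and adjusted p = 0.335 with an estimated correlation). Traf2 rose by 1.03 ± 0.17, and the kinase gene Chuk fell from 71.5 ± 9.43 to 30.6 ± 5.82 FPKM. Casp8 rose by 0.90 ± 0.20 but was at −0.08 after scaling to the HBC identity list, under which 0 genes of this list were higher, and its call was lost without control replicate 1, TNF replicate 3 or TNF replicate 4. The list counted 2 higher genes without control replicate 1, TNF replicate 3 or TNF replicate 4, 4 without control replicate 2 and 5 without control replicate 4. For chemokines and cytokines the count was 9 without control replicate 1, 6 without TNF replicate 3 and 7 without TNF replicate 4, and 9 after scaling to the HBC identity list. The chemokine and cytokine median was 0.08 in TNF replicate 1, within the control range of −0.15 to 0.11, and 1.25 and 1.35 in TNF replicates 3 and 4, the libraries with high fibroblast, endothelial and stress markers.

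Markers of myeloid and T cells fell, while the direction of B and plasma cell markers depended on the control libraries. Of 16 macrophage and myeloid markers 0 rose and 12 fell (0 and 13 adjusted over the list alone), with a median of −2.23 (camera adjusted p = 0.00617, and adjusted p = 0.577 with an estimated correlation), and 5 of 6 T and NK cell markers fell (5 adjusted over the list alone), with a median of −1.72 (camera adjusted p = 0.0391, and adjusted p = 0.577 with an estimated correlation). The complement gene C1qb was at 348 FPKM in control replicate 4, at 43.1 and 41.0 FPKM in the other controls and at 6.46 ± 3.23 FPKM in TNF libraries. Lyz2, the macrophage lysozyme, was at 276 ± 184 and 287 ± 176 FPKM. Of the T cell genes, Cd3g was at 30.5 FPKM in control replicate 4 and fell by 2.78 ± 0.69, and Lck was at 11.2 ± 6.49 and 6.22 ± 1.46 FPKM. Of 4 neutrophil markers 3 fell (3 fell and 1 rose adjusted over the list alone), among them Il1b from 83.8 ± 44.0 to 8.48 ± 4.69 FPKM (camera adjusted p = 0.169). The neutrophil list passed in 6 of 19 alternatives, fry among them (adjusted p = 0.0164), but not with an estimated correlation (adjusted p = 0.577). Of 8 B and plasma cell markers 5 fell (5 adjusted over the list alone, camera adjusted p = 0.169), but the merged Igkc row was at 45.9, 55.2 and 554 FPKM in control replicates 1, 2 and 4 and at 256 to 379 FPKM in TNF libraries. Of the 4 B and plasma cell markers tested when a control was left out, 1 fell and 0 rose without control replicate 1 or 2, while 3 rose and 1 fell without control replicate 4, with the list called upward (adjusted p = 0.0136). Over all 8 markers fry called the list downward (adjusted p = 0.00309). The merged Ighm row was at 113 ± 136 and 175 ± 30.3 FPKM. Without any 1 control library, 6 myeloid and 0 T and NK cell markers fell, since most of the latter then left the filter, and the myeloid count was 4 without TNF replicate 3 and 7 without TNF replicate 4, with T and NK cell counts of 2 and 3. The myeloid list did not pass with fry (adjusted p = 0.0601). The T and NK cell list did not pass without TNF replicate 1 (adjusted p = 0.0963), under quantile normalization (adjusted p = 0.0567) or scaled to the HBC identity list (adjusted p = 0.146). The calls of C1qb and Cd3g were lost without TNF replicate 3.

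The 8 largest decreases are given first, and they too were not tested for a shared theme. Gap43 (chromosome 16, 42248442 to 42340651), a growth cone protein of immature olfactory neurons, fell from 750 ± 346 to 3.77 ± 6.24 FPKM, a log2 change of −8.10 ± 0.92 (adjusted p = 0.00113). The calcium-binding protein gene Calb2 changed by −7.79 ± 1.23, Stmn3 by −7.07 ± 1.14, the merged Arhgdig and Pdia2 row by −7.11 ± 1.09, the histone gene Hist3h2ba by −7.06 ± 0.54, Gng8 by −6.82 ± 0.53, Fstl5 by −6.78 ± 1.12 and the contactin gene Cntn4 by −6.54 ± 0.84. All 17 mature olfactory neuron markers fell (17 adjusted over the list alone), with a median of −4.84 (camera adjusted p = 0.000144, and adjusted p = 0.577 with an estimated correlation). Stoml3 and S100a5 stood at 1001 ± 461 and 1003 ± 402 FPKM in control libraries, at 269 and 239 FPKM in TNF replicate 1 and below 6 FPKM in TNF replicates 3 and 4. Both calls were lost when any library other than TNF replicate 1 was left out. Of 12 immature olfactory neuron markers 11 fell (11 adjusted over the list alone), with a median of −4.76 (camera adjusted p = 3.28e-05, and adjusted p = 0.377 with an estimated correlation). Stmn1 fell from 3654 ± 1509 to 169 ± 77.6 FPKM, while Gnas was at 383 ± 65.0 and 546 ± 75.1 FPKM. Of the mature markers, 6 to 9 fell when any library other than TNF replicate 1 was left out.

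Many genes of globose basal cells and neurogenic commitment fell in the libraries in which these neuron markers were lower. Of 22 genes tested 14 fell and 3 rose (14 and 3 adjusted over the list alone), with a median of −1.82, though the list missed the threshold (camera adjusted p = 0.0547, and adjusted p = 0.577 with an estimated correlation). Sox11, a transcription factor of neuronal progenitors, fell from 82.0 ± 31.6 to 0.737 ± 0.776 FPKM (−5.60 ± 0.39, adjusted p = 0.000397). Nhlh2 changed by −4.81 ± 0.34, and Ebf3 and Ebf1, which act in olfactory neuron differentiation, by −4.13 ± 0.27 and −4.10 ± 0.30. Mature neuron markers were 3.73 log2 units higher at the median in TNF replicate 1 than in the other TNF libraries. In TNF replicates 1, 3 and 4 Sox11 was at 1.63, 0.268 and 0.309 FPKM, Nhlh2 at 0.621, 0.0457 and 0.0206 FPKM, Ebf1 at 5.56, 6.44 and 8.72 FPKM and Ebf3 at 3.56, 3.31 and 4.61 FPKM. The list passed without control replicate 1 or 2, without TNF replicate 1 or 3 and under each of the 5 other scalings, with adjusted p between 0.0137 and 0.0453. It also passed without the filter (adjusted p = 0.0177), with the replicate number as a block (adjusted p = 0.00342) and with fry (adjusted p = 0.00891). It did not pass without control replicate 4 (adjusted p = 0.0601) or without TNF replicate 4 (adjusted p = 0.0511). Without control replicate 4 and TNF replicate 1 together, 8 of 15 genes fell, with a median of −0.63 (adjusted p = 0.393).

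HBC identity, squamous and matrix genes were higher as groups. Of 26 HBC identity genes 11 rose and 1 fell (11 and 1 adjusted over the list alone), with a median of 0.97 (camera adjusted p = 3.54e-06, and adjusted p = 0.454 with an estimated correlation). The HBC identity list did not pass with fry (adjusted p = 0.0918). Its median was −0.73 in control replicate 4 and 1.29 in TNF replicate 1, and without these libraries it was 0.48, with 14 genes higher and 3 lower. The epithelial transcription factor Klf5 (chromosome 14, 99298691 to 99313405) rose from 43.7 ± 8.60 to 367 ± 80.2 FPKM, the hemidesmosome genes Itgb4 and Lama3 rose by 2.11 ± 0.39 and 2.33 ± 0.47, and Bcl11b changed by −3.24 ± 0.27 to 4.28 ± 1.49 FPKM. Of 21 squamous and wound keratinocyte genes 14 rose and 0 fell (14 and 0 adjusted over the list alone), with a median of 1.43 (camera adjusted p = 7.58e-08, and adjusted p = 0.335 with an estimated correlation). The keratinocyte surface protein gene Ly6d rose from 15.6 ± 5.29 to 178 ± 6.76 FPKM, the cornified envelope gene Sprr1a by 3.56 ± 0.29 on the log2 scale and Krt7 by 2.21 ± 0.28. Krt6a rose from 0.0586 ± 0.0508 to 2.95 ± 0.549 FPKM. Of 30 matrix and adhesion genes 17 rose and 1 fell (17 and 1 adjusted over the list alone), with a median of 1.56 (camera adjusted p = 3.89e-08, and adjusted p = 0.404 with an estimated correlation), including Cd44 by 1.96 ± 0.21, Itga2 by 1.83 ± 0.22, Mmp14 by 1.67 ± 0.21 and Itgb8 by 2.68 ± 0.37. The matrix median was 0.63 in TNF replicate 1 and 1.87 and 1.93 in TNF replicates 3 and 4, the libraries with the higher fibroblast and endothelial markers. Matrix genes counted 7 to 9 higher when any library other than TNF replicate 1 was left out, HBC genes 3 without TNF replicate 3, 4 without control replicate 1, 6 without TNF replicate 4 and 7 without control replicate 4, and squamous genes 8 without TNF replicate 4 and 9 without TNF replicate 3. Scaled to the HBC identity list, 8 squamous and 5 matrix genes were higher, and the calls of Cd44 and Mmp14 were lost.

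Signalling and cell cycle lists differed in how many of their genes changed. Of 29 Wnt and BMP pathway genes 12 rose and 0 fell (12 and 0 adjusted over the list alone), with a median of 0.93 (camera adjusted p = 8.36e-07, and adjusted p = 0.368 with an estimated correlation). Wnt10a rose from 6.29 ± 3.68 to 39.5 ± 7.44 FPKM, and the inhibitory Smads Smad7 and Smad6 rose by 1.66 ± 0.25 and 1.10 ± 0.20. Of 19 Notch pathway genes 5 rose and 2 fell (5 and 2 adjusted over the list alone, camera adjusted p = 0.0743), with Jag1 up by 1.70 ± 0.33 and the Notch target Hes5 changed by −2.09 ± 0.29. Of 39 proliferation genes 1 rose and 2 fell (0 and 1 adjusted over the list alone), with a median of 0.04 (camera adjusted p = 0.0819). Proliferation genes counted 7 higher and 2 lower under median-of-ratios scaling, 9 and 1 under quantile normalization and 0 and 8 scaled to the HBC identity list. Their list passed upward without control replicate 4 (adjusted p = 0.00226), without TNF replicate 3 (adjusted p = 0.0156), under quantile normalization (adjusted p = 0.0297) and without the filter (adjusted p = 0.0291). It also passed without control replicate 4 and TNF replicate 1 together, with 7 higher and 4 lower (adjusted p = 0.0143). The proliferation list did not pass with an estimated correlation (adjusted p = 0.732) or with fry (adjusted p = 0.950). Mcm6 was at 26.5 ± 4.08 and 42.7 ± 2.13 FPKM and rose by 0.68 ± 0.17, against −0.33 after scaling to the HBC identity list, a call lost without control replicate 1 or 2 or TNF replicate 3 or 4. Cdc45 changed by −0.87 ± 0.20, a call lost without control replicate 1 or TNF replicate 3 or 4 and under quantile normalization. A merged row that holds Foxm1 changed by −2.17 ± 0.28. Of 21 cell cycle inhibitor and senescence genes 5 rose and 3 fell (5 and 3 adjusted over the list alone, camera adjusted p = 0.0106, and adjusted p = 0.359 with an estimated correlation). Igfbp3 rose from 32.0 ± 4.64 to 264 ± 43.3 FPKM and the CDK inhibitor gene Cdkn2b from 1.17 ± 0.369 to 7.52 ± 2.16 FPKM, while Rb1 changed by −1.37 ± 0.29 from 28.5 ± 1.21 FPKM, a call lost without control replicate 1. The count of higher inhibitor genes was 10 without TNF replicate 1, 3 without TNF replicate 3 or 4 and 2 without control replicate 1, and that of Wnt and BMP genes was 7 without control replicate 1 or TNF replicate 3. The count of higher Notch genes was 1 without control replicate 1 or TNF replicate 3 and 3 without control replicate 2 or 4 or TNF replicate 4. The Notch list passed upward without any 1 control library or TNF replicate 1 (adjusted p between 0.0119 and 0.0420), and in 8 of 19 alternatives in all. It did not pass with an estimated correlation (adjusted p = 0.454) or with fry (adjusted p = 0.448). Scaled to the HBC identity list, 2 Wnt and BMP genes and 0 Notch genes were higher, and the calls of Smad7, Smad6 and Jag1 were lost. Of the inhibitor and senescence genes 2 were then higher and 5 lower, with a median of −0.41. Medians in TNF replicates 1, 3 and 4 were 0.12, 0.66 and 0.61 for inhibitor and senescence genes, 0.50, 1.16 and 0.97 for Wnt and BMP genes and 0.03, 0.27 and 0.32 for Notch genes. They were thus higher in the libraries with high fibroblast, endothelial and stress markers. The inhibitor and senescence list did not pass under quantile normalization (adjusted p = 0.0588).

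Several chromatin regulators were lower, without a call for the list. Of 34 genes tested 12 fell and 2 rose (16 and 3 adjusted over the list alone), with a median of −0.46 (camera adjusted p = 0.0778). The histone deacetylase gene Hdac2 (chromosome 10, 36974544 to 37001889) fell from 306 ± 33.5 to 96.0 ± 7.48 FPKM. The Polycomb-associated genes Jarid2 and Cbx2 changed by −2.49 ± 0.29 and −2.67 ± 0.38. Whether the lower chromatin regulators fell within HBCs or with the olfactory neurons was not separated by these data. The count of lower genes was 6 without control replicate 1 7 under median-of-ratios scaling and 25 scaled to the HBC identity list. The list passed downward without control replicate 1, 2 or 4 (adjusted p = 0.0127, 0.0120 and 0.0193), without the filter (adjusted p = 0.0252), scaled to the HBC identity list (adjusted p = 0.0379) and with fry (adjusted p = 0.00250). It also passed without control replicate 4 and TNF replicate 1 together (adjusted p = 0.0184), but not with an estimated correlation (adjusted p = 0.359). Of 31 xenobiotic and lipid metabolism genes 3 rose and 2 fell (3 and 2 adjusted over the list alone, camera adjusted p = 0.155), against 7 and 2 under median-of-ratios scaling and 1 and 16 scaled to the HBC identity list. Without control replicate 4 the counts were 2 and 6, and the list direction was downward (adjusted p = 0.913). They were 1 and 0 without control replicate 1 or TNF replicate 4, and 5 and 4 without TNF replicate 1. The list passed upward with the replicate number as a block (adjusted p = 0.0472). Gsto1 rose from 211 ± 107 to 1013 ± 189 FPKM, Aldh1a3 rose by 1.14 ± 0.27, and Gstm1 fell from 2026 ± 534 to 734 ± 234 FPKM. The Gstm1 and Aldh1a3 calls were lost without control replicate 1 or 2 or TNF replicate 4. The call of Gstm1 was also lost without TNF replicate 3, and that of Aldh1a3 when scaled to the HBC identity list.

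Markers of other epithelial and stromal cells differed among the libraries. Of 11 sustentacular markers 2 rose and 4 fell (2 and 4 adjusted over the list alone, camera adjusted p = 0.769), with Cbr2 at 3916 ± 1742 and 4786 ± 2636 FPKM and Ugt2a1 at 1415 ± 623 and 1216 ± 194 FPKM. The sustentacular counts were 1 and 1 without control replicate 1, 1 and 2 without control replicate 2, 0 and 2 without TNF replicate 3 or 4 and 1 and 7 scaled to the HBC identity list. Of 9 ciliated cell markers 5 fell and 1 rose (6 and 1 adjusted over the list alone, camera adjusted p = 0.132). Among them Dynlrb2 fell from 78.3 ± 32.7 to 11.7 ± 10.1 FPKM. Lower ciliated markers numbered 3 without control replicate 1 or 2 or under quantile normalization and 7 scaled to the HBC identity list. The ciliated list passed with fry (adjusted p = 0.0383). Of 10 secretory and gland markers 1 rose (1 adjusted over the list alone, camera adjusted p = 0.205). Without TNF replicate 1, 1 of them rose and 3 fell, and their median was −0.32 against 0.46. Of 7 microvillar and ionocyte markers 2 fell (1 adjusted over the list alone, camera adjusted p = 0.897). The latter count was 0 without any 1 control library or TNF replicate 3, while the microvillar and ionocyte list passed with fry (adjusted p = 0.0383). Scgb1c1 was at 3788 FPKM in TNF replicate 1 and at 525 and 493 FPKM in TNF replicates 3 and 4. None of 8 fibroblast and 8 endothelial markers passed (0 adjusted over the list alone in each, camera adjusted p = 0.208 and 0.223), but 5 and 7 rose once TNF replicate 1 was left out. Dcn was at 30.7, 512 and 791 FPKM in TNF replicates 1, 3 and 4, and Col3a1 at 0.707, 218 and 330 FPKM. Plvap had a log2 difference of −0.71, and it rose by 1.42 without TNF replicate 1. Of 10 ensheathing glia markers 2 rose (2 adjusted over the list alone), with a median of −0.34 and a camera direction upward (adjusted p = 0.443). Without TNF replicate 3 or 4, 0 glia markers rose. Without control replicate 4, 2 rose and 2 fell, and scaled to the HBC identity list 0 rose and 4 fell. Of 3 erythroid markers 3 fell (3 adjusted over the list alone, camera adjusted p = 0.161). The erythroid count was 0 of 3 without TNF replicate 3 or under quantile normalization, and 1 stays tested when a control is left out. Of 17 dissociation stress genes 3 rose and 1 fell (2 and 0 adjusted over the list alone, camera adjusted p = 0.00277, and adjusted p = 0.577 with an estimated correlation), and 13 rose without TNF replicate 1. This list did not pass under quantile normalization (adjusted p = 0.148) or with fry (adjusted p = 0.290), and scaled to the HBC identity list 0 of its genes rose and 2 fell. Their median was −0.48 in TNF replicate 1 and 1.78 and 1.63 in TNF replicates 3 and 4, with Fos at 511, 3354 and 3036 FPKM.

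**Figure D2:**
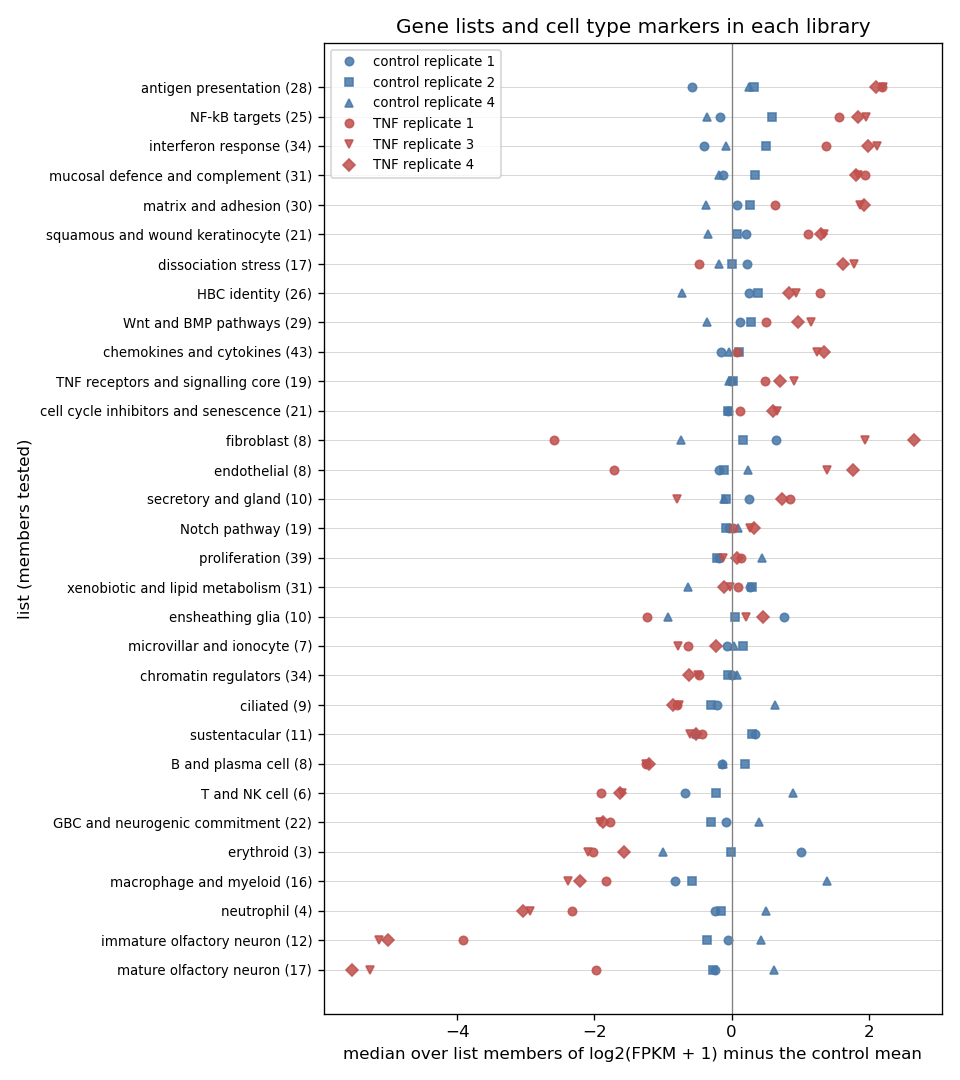
Median over the tested members of each list of log2(FPKM + 1) minus the control mean, for each of the 6 libraries, with the number of members in parentheses, control libraries in blue and TNF libraries in red. Interferon response genes lie at 1.37, 2.12 and 1.98 in TNF replicates 1, 3 and 4, while mature olfactory neuron markers lie at −1.98 in TNF replicate 1 and at −5.28 and −5.53 in TNF replicates 3 and 4.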

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

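The tests fixed beforehand that need counts (size factors, upper quartile and library size on counts, a CPM filter, other count tests, voom and a robust count fit) were not run, since the table holds FPKM. The scalings, the filter of 5 FPKM, the robust estimate and the joint omission of control replicate 4 and TNF replicate 1 were chosen after seeing the data. Leaving out 1 library gave 2475 to 6940 changed rows, 795 to 2016 higher and 1609 to 4924 lower; rows seen mostly in controls leave the filter when a control is omitted. Replicate numbers 1 and 4 occur in both groups, and deviations of same-numbered libraries correlated at −0.064 and −0.087. Pairs with different numbers ran from −0.146 to 0.179. With 3 libraries per group these values cannot decide whether the numbers pair samples. With the replicate number as a block 2990 rows changed, 744 higher and 2246 lower. Quantile normalization gave 2658 higher rows, scaling to the HBC identity list 390 higher and 7973 lower, the filter of 5 FPKM 2655 lower among fewer rows tested, and omission of control replicate 4 and TNF replicate 1 gave 2529 higher. An adjusted p below 0.01 left 3291 rows, 787 higher and 2504 lower. Lower lists numbered 7 without the filter and 10 with fry, and with an estimated correlation 0 lists were higher and 0 lower. The B and plasma cell list turned upward without control replicate 1, 2 or 4 (adjusted p = 0.833, 0.821 and 0.0136), when 4 of its 8 markers stay in the filter. Scaled to the HBC identity list, Casp8 was at −0.0844 and Mcm6 at −0.33. Cbr2 was at −0.58 without control replicate 4 and TNF replicate 1, and Plvap at 1.42 without TNF replicate 1, −1.86 without TNF replicate 4 and 1.83 without control replicate 4 and TNF replicate 1. Except where fewer rows or samples entered, the cause was not tested. Of the other values, 1697 for named genes and 501 for lists stayed on the same side of the threshold (25 and 13 of them, past it in neither fit, changed sign), while 112 and 24 fell below it and 37 and 53 passed it. The unknown depth limits what can be said of genes near 1 FPKM.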

Other observations

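Gene families, grouped by symbol stem, showed further differences. Families and their tests, both leukocyte tests, the stromal test, the test of all immune list members and both tests of TNF replicate 1 were chosen only after the results were seen, as were the scalings. Of 213 families with at least 8 tested rows, odorant receptors held the most lower rows, 312 of 334 (hypergeometric adjusted p = 1.38e-147). Only 43 to 49 of these rows stayed tested when a control was left out, so most passed the filter through the 3 controls. The filter thus favoured lower rows, and this test cannot separate its effect from a fall. Counts over all 1246 odorant receptor rows, given below, do not depend on it. Histone genes had 21 of 32 rows lower (adjusted p = 0.000647), among them Hist2h2be, from 501 to 37.5 FPKM. Whether these rows, or those of the stems named next, fell within HBCs or with the neurons was not tested. Other stems with many lower rows were Bbs with 7 of 8 (adjusted p = 0.0235), Cep with 21 of 37 (adjusted p = 0.00738), Ccdc with 49 of 104 (adjusted p = 0.000719) and the sodium channels, Scn, with 8 of 9 (adjusted p = 0.00856), while the cilium stems Ift, Ttll and Cfap did not pass (adjusted p = 0.306, 0.296 and 0.608). Without control replicate 1 the counts were 19 of 43 odorant receptors, 7 of 20 histone genes and 2 of 4 Scn rows. They were 12 of 34 for Cep and 26 of 97 for Ccdc. Many odorant receptor, histone and Scn rows then left the filter. Few Cep and Ccdc rows did, so most of their lost calls were in rows still tested. In each of these families the lower share also fell among the rows still tested. The medians of these families were below 0 under each of the 5 other scalings, but 0.26 for odorant receptors and 0.31 for Scn without control replicate 4 and TNF replicate 1, when few of these rows stay in the filter.

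Of the Ly family, largely GPI-anchored surface proteins, 7 of 12 rows rose (adjusted p = 0.0182), and Ly6a went from 25.8 to 480 FPKM. Annexins rose in 6 of 10 rows (adjusted p = 0.0249), with Anxa1 from 158 to 831 FPKM, and Parp genes in 6 of 12 (adjusted p = 0.0301). Of 9 Casp rows 5 rose and 2 fell (adjusted p = 0.0397), with Casp12 and Casp1 changed by 3.95 and 2.72 on the log2 scale. Without control replicate 1, TNF replicate 3 or TNF replicate 4, 3 Anxa rows rose in each case, and 2, 2 and 3 Casp rows. The Ly count was 4 without control replicate 2, and that of Parp was 3 without TNF replicate 3 or 4 and 0 scaled to the HBC identity list. Family medians stayed above 0 under 4 of the scalings, but scaled to the HBC identity list they were −0.01 for Anxa, −0.41 for Parp and −0.08 for Casp, and 0.55 for Ly. The Parp median was also below 0 without any single TNF library, at −0.02, −0.18 and −0.14 without replicates 1, 3 and 4.

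Olfactory neuron genes were lower in TNF libraries. Odorant receptor rows at 0.5 FPKM or more numbered 538, 583 and 613 in control libraries and 95, 7 and 5 in TNF libraries, a ratio of group medians of 83.3. This is consistent with fewer neurons, or less neuronal RNA, in the TNF sorts, although the GFP gate should exclude neurons. Library scaling is argued against as the cause, since the mature neuron median was −4.60 or lower under 4 other scalings. Whether the neurogenic genes that passed fell within HBCs or with the neurons was not separated by these data.

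Immune and inflammatory genes were higher in TNF libraries. Myeloid cells and neutrophils as their source are argued against, since the highest medians of these lists in any TNF library were −1.84 and −2.33. The neutrophil value covers 4 of 11 markers, which stayed tested when any 1 control was left out, with 3 lower each time. Without the filter 0 of 11 neutrophil markers rose and 3 fell, with a median of −0.29. The T and NK cell list, at −1.60 or lower, cannot decide the same question. Only 1 of its 6 tested markers stayed tested when a control was left out, so the filter favoured lower markers. Without the filter 0 of 14 T and NK cell markers rose and 3 fell, with a median of −0.87. B and plasma cells stay open, with a list median of −1.21 or lower in TNF libraries but up to 2.48 when a control was left out. Stromal cells of TNF replicates 3 and 4 stay open as well, since only TNF replicate 1 was low in stromal markers. The GFP gate should exclude stromal cells, T and NK cells and B and plasma cells too. TNF replicate 1 exceeded every control at 65% of all 180 tested members of 6 immune lists. The counts ran from 30 of 34 interferon response genes to 17 of 43 chemokines and cytokines. Dilution of HBC RNA by other cells in the control sorts also stays open, as 54% of the 100 members called higher were still so when scaled to the HBC identity list, and their median fell from 2.21 to 1.22. Over all 180 members so scaled, with none chosen by its change, the difference was 0.58 ± 0.43 (SE), and TNF replicate 1, at −0.02, lay within the control range of −0.48 to 0.56, while TNF replicates 3 and 4 were at 0.76 and 1.03, so dilution as the whole cause cannot be told apart from induction in HBCs with 3 libraries per group.

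TNF replicate 1 stood apart from the other TNF libraries. Against both of them 153 genes were at least 4-fold higher and 344 at least 4-fold lower in it, while 62 differed that much between TNF replicates 3 and 4. Fibroblast and endothelial markers were over 2-fold lower in it for 16 of 16 (100%), and mature neuron markers over 2-fold higher for 17 of 17 (100%). Both counts restate marker medians already seen to differ, so a different mix of sorted cells stays open. Its Eif2s3y value of 0 points to a sex difference, whose effect was not tested.

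Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many changed rows as the real split, which was the real split itself, with 5718 against 3 for the highest other. So few splits cannot give a share under 0.05.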
